A study of Naegleria gruberi and Acanthamoeba castellanii and Cyanophora paradoxa with 47 samples.

How the data were processed

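The series holds 47 samples, of which 20 are RNA libraries of the amoebae Acanthamoeba castellanii (Neff strain) and Naegleria gruberi (NEG-M strain). These 20 libraries were analysed here. The other 27 samples, which are DNA methylation libraries by enzymatic or bisulfite conversion, were not analysed here, so no methylation level is reported. Per the labels' protocols, messenger RNA was enriched by its poly-A tail and directional libraries were made from cultures grown for 4 days in medium with 1% dimethyl sulfoxide (DMSO), with or without a cytidine analogue at 100 µM.

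The authors deposited 1 table of read counts per species, with a column per library and a feature per line. The values are whole numbers with a different total in each library, and were used as raw counts. The aligner, the counting program, the genome build, the annotation, the strand setting and the handling of reads that match several places are not given in the sources used here. Reads of near-identical features, overlapping features and antisense features could therefore have been assigned in more than one way. Per the file headers, lines are genes or transposable elements (TE). The A. castellanii table has 17684 features, of which 2155 carry only a number as identifier. The N. gruberi table has 18973 features, of which 1642 carry only a number. Nothing in the files says directly that a numbered feature is a transposable element, so they are called numbered features. All columns of per-sample values were mapped to a sample by name, and 0 were left unused in either table.

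The files do not pair the identifiers with gene names. The gene table given for N. gruberi matched 1376 of 17331 identifiers that are not plain numbers (7.94%) and 0 of 15529 in A. castellanii. It holds no product names and no chromosome for these genes. For that reason the planned tests of gene sets by product name, the planned tests of neighbouring genes and the listing of cytosine methyltransferase genes were not run, and a check of gene length or GC content is void, since fewer than 80% of the features have a value.

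Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. For each species, all RNA groups entered 1 edgeR quasi-likelihood fit (glmQLFit and glmQLFTest) with group means only, TMM scaling factors and the low-count filter filterByExpr by group. The filter left 13840 features in A. castellanii, of which 160 were numbered, and 13503 in N. gruberi, of which 94 were numbered. The tested features held 99.98% and 99.92% of all counts. Tests were two-sided, and a feature was called changed at a Benjamini-Hochberg adjusted p under 0.05, adjusted within each comparison. The standard error (SE) of a log2 fold change is its size divided by the square root of the F statistic. Fitted fold changes use edgeR's prior count of 0.125. CPM is the usual depth-scaled count, after TMM scaling. The biological coefficient of variation was 19.8% in A. castellanii and 11.2% in N. gruberi.

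The comparisons were each drug against DMSO and each pair of drugs within a species. The identifiers printed were chosen by a rule written before the data were examined. Among features with an adjusted p under 0.05, a mean of at least 5 CPM over all RNA libraries of the species, and every drug library above (or below) every DMSO library, the rule takes the 2 with the largest increase and the 2 with the largest decrease. For A. castellanii under 5-azacytidine only 1 lower feature met it. Features named outside the rule are said to have been chosen after their values were seen.

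Library totals, numbers of features with at least 1 read and other values per library were compared by exact two-sided permutation tests, with adjustment over the 5 comparisons with DMSO. Neither 3 against 3 nor 2 against 3 libraries can give p below 0.1. Correlations between drugs were computed across features, which are not independent replicates, and set beside 100 simulations of unchanged groups against the same DMSO libraries, and 20 where each drug had different DMSO libraries. Each feature was drawn independently in these simulations, so variation shared by the features of a library is not in them. The numbered features were tested as a set with camera on voom values (preset correlation 0.01), beside fry and camera with an estimated correlation. That set was chosen after the files had been seen. Counting intervals cover counting error only, because they rest on reads summed over each group and leave out variation between cultures. Molecular identifiers were not used here, so copies of a molecule may also have been counted as separate reads.

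Libraries of 1 group were compared for identity by a chi-square statistic over features with at least 10 reads in the pair. It was at least 18.5 per feature in A. castellanii and at least 3.05 in N. gruberi, so every library was counted as a separate replicate. The labels give no sequencing batch.

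The alternatives planned before the data were examined were DESeq2 size factors in the same edgeR fit, library totals with no scaling, no low-count filter, the replicate number as a block, a fit with only the 2 groups compared, DESeq2 as the test, a fold change of at least 2 in addition, other minima for detection, thinning to the smallest total, different DMSO libraries for each drug of a correlation, and leaving out each library in turn. Keeping identical features once was added after such features had been seen, and leaving out libraries for the number of features with at least 1 read was also added later. An adjusted p that DESeq2 did not give was left out of its counts.

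The tests were tested on simulated data with 200 features changed by 1 on the log2 scale, drawn from the fitted means, library sizes and spread. A single draw was made for each drug, and the spread was that of edgeR's own fit. The rates below are therefore rough, and the setting may favour edgeR over DESeq2. Over 13840 A. castellanii features, edgeR recovered 54.5% of them for 5-azacytidine and 55.5% for decitabine, with 6.03% and 5.93% false calls. Over 13503 N. gruberi features it recovered 66.5% for 5-azacytidine, 68.0% for decitabine and 56.5% for zebularine, with 5.67%, 7.48% and 6.61% false calls. DESeq2 gave 15.8% false calls for A. castellanii 5-azacytidine, 18.2% for A. castellanii decitabine, 6.38% for N. gruberi 5-azacytidine, 8.22% for N. gruberi decitabine and 12.4% for N. gruberi zebularine. In the same order it recovered 64.0%, 65.0%, 66.0%, 67.0% and 56.5% of the changed features. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.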

Results

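Transcript levels were measured in 2 free-living amoebae treated with cytidine analogues, nucleoside drugs that interfere with cytosine methylation when cells incorporate them or their metabolites. Acanthamoeba castellanii was grown at 23 °C and Naegleria gruberi at 30 °C. Both were exposed to 5-azacytidine or decitabine at 100 µM, and N. gruberi also to zebularine at 100 µM. The controls received the vehicle, 1% DMSO. Each group had 3 libraries except N. gruberi zebularine, which had 2. The comparisons ask how transcript levels responded to each drug.

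Total counts in A. castellanii were 16537319, 18701385 and 16965980 in the DMSO libraries, 17153579, 20237377 and 17530705 under 5-azacytidine, and 17199160, 18075059 and 14383781 under decitabine. In N. gruberi they were 8502946, 8204095 and 10533264 under DMSO, 9936971, 6049873 and 10215166 under 5-azacytidine, 12549073, 10363961 and 7701164 under decitabine, and 8483195 and 7909240 under zebularine. Exact permutation tests of total counts against DMSO gave p between 0.5 and 0.8 over the 5 comparisons, with an adjusted p of 0.8 in each, and tests of the number of features with at least 1 read gave exact p between 0.3 and 0.7. The smallest p that so few libraries allow is 0.1, so these tests could not have passed 0.05 and do not show that the groups are alike. The 10 most abundant features held 6.10% to 8.43% of the counts of an A. castellanii library and 7.36% to 8.53% of an N. gruberi library.

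In N. gruberi the first principal component of log2 CPM held 41.7% of the variance. The 3 decitabine libraries lay at 33.9 to 34.3 on it and the DMSO libraries at -36.6, -34.9 and -18.3. The 5-azacytidine libraries were spread over this component, with replicate 1 at -33.4, replicate 3 at 2.08 and replicate 2 at 16.6, and the zebularine libraries lay at 7.17 and -5.31. In A. castellanii the first component, with 23.9% of the variance, placed the DMSO libraries among those of both drugs. The second, with 20.8%, placed the DMSO libraries at -27.8 to -18.7 and all drug libraries above them, at -3.83 to 29.6.

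**Figure D1:**
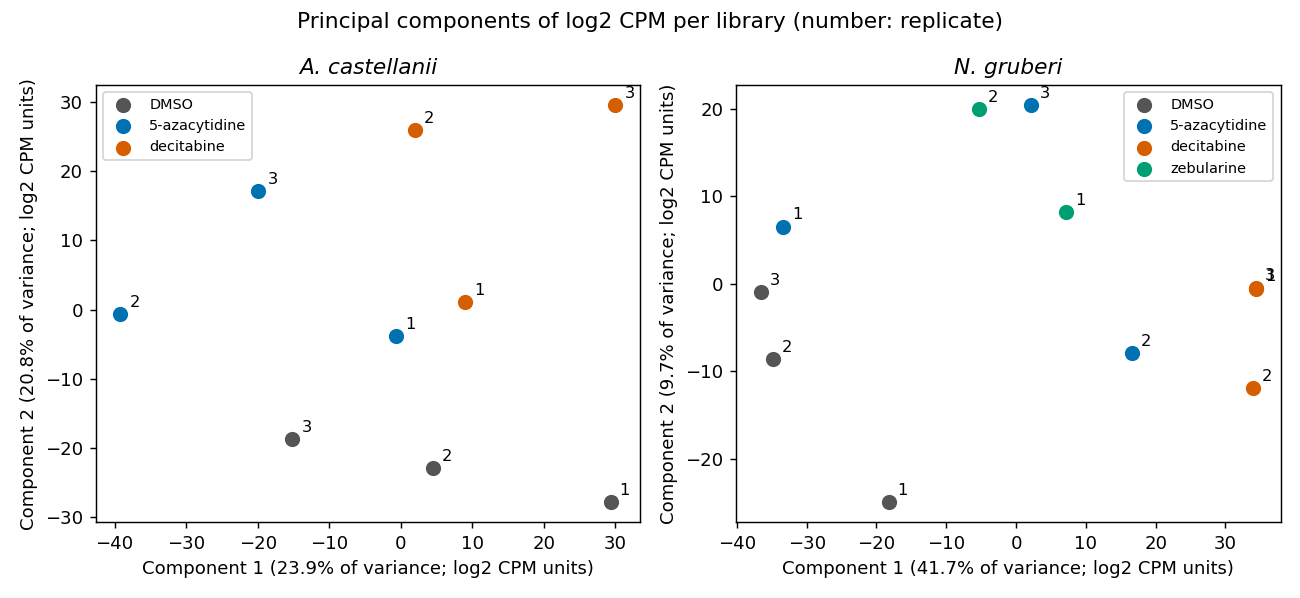
Principal components of log2 CPM, with component 1 on the x axis and component 2 on the y axis for A. castellanii (left) and N. gruberi (right). Each point is a library, the colour is its group and the number its replicate, and N. gruberi decitabine replicates 1 and 3 overlap. The N. gruberi decitabine libraries sit at 33.9 to 34.3 on component 1, and 5-azacytidine replicate 1 sits at -33.4 among the DMSO libraries.

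In A. castellanii, 10 of 13840 tested features differed between 5-azacytidine and DMSO in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 8 higher and 2 lower, and 1054 had an unadjusted p under 0.05. DESeq2 called 57, the highest number under any alternative. The lowest came from leaving out single libraries. The number fell to 4 without DMSO replicate 1, 2 without DMSO replicate 2, 1 without DMSO replicate 3, 2 without 5-azacytidine replicate 2 and 3 without 5-azacytidine replicate 3. BAESF_00504 rose from 2.67 ± 0.454 CPM (SD, n = 3) to 9.64 ± 1.58 CPM (SD, n = 3), a log2 fold change of 1.85 with an SE of 0.28 and an edgeR adjusted p of 0.0301. BAESF_07325 rose from 9.53 ± 0.716 to 26.6 ± 5.24 CPM, with an edgeR adjusted p of 0.00757. BAESF_05964 was the 1 lower feature that met the naming rule, at 6.09 ± 0.986 CPM against 19.0 ± 1.77 CPM, a log2 fold change of -1.64 with an SE of 0.21 and an edgeR adjusted p of 0.00757. BAESF_00504 lost significance under 6 of 14 alternatives, and BAESF_07325 and BAESF_05964 each under 2 of 14, with no change of direction.

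Decitabine changed 51 of 13840 A. castellanii features against DMSO in the same edgeR fit, 27 higher and 24 lower, of which 22 and 16 changed at least 2-fold. DESeq2 called 254. Without DMSO replicate 3 the number was 32, without decitabine replicate 2 it was 11 and without decitabine replicate 3 it was 12. The near-even split also rests on single libraries and on the scaling, with 31 higher and 8 lower without decitabine replicate 1, 31 and 12 without DMSO replicate 2, 14 and 20 without DMSO replicate 1, and 24 and 27 with library totals. BAESF_07325 was also higher under decitabine, at 34.5 ± 5.34 CPM (SD, n = 3), a log2 fold change of 1.85 with an SE of 0.19 and an edgeR adjusted p of 5.73e-04. BAESF_06096 rose from 2.75 ± 1.59 to 13.8 ± 4.24 CPM, with an edgeR adjusted p of 0.0238. BAESF_05964 fell to 3.83 ± 0.639 CPM, a log2 fold change of -2.30 with an SE of 0.21 and an edgeR adjusted p of 3.35e-04. BAESF_01537 fell from 34.9 ± 10.00 to 7.95 ± 3.67 CPM, with an edgeR adjusted p of 0.0238. BAESF_07325 and BAESF_05964 stayed past the threshold under all 14 alternatives run, while BAESF_06096 and BAESF_01537 each lost significance under 4. Between decitabine and 5-azacytidine, edgeR called 0 features, with 934 at an unadjusted p under 0.05, and DESeq2 called 33.

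In N. gruberi, decitabine changed 4458 of 13503 tested features against DMSO in edgeR's quasi-likelihood test, 33.0% of those tested, with 2229 higher and 2229 lower. The even split depends on the scaling. With library totals and no scaling factors, 4537 features were called and 67.1% of them were higher, with a median log2 fold change of all features of 0.08 in place of -0.02. A fold change of at least 2 in addition, the alternative that moved the number most, left 955 features, 615 higher and 340 lower. DESeq2 called 3845. Of the 4458, 4395 had all decitabine libraries on 1 side of all DMSO libraries. Over all tested features that share was 49.8%, where chance gives 10%. NGRUG00000073969 rose from 2.07 ± 0.364 CPM (SD, n = 3) to 15.7 ± 6.11 CPM (SD, n = 3), a log2 fold change of 2.93 with an SE of 0.60 and an edgeR adjusted p of 0.00248. NGRUG00000016149 rose from 2.69 ± 1.96 to 17.6 ± 4.42 CPM, with an edgeR adjusted p of 0.0031. NGRUG00000067047 fell from 23.8 ± 5.20 to 1.44 ± 0.866 CPM, a log2 fold change of -4.05 with an SE of 0.52 and an edgeR adjusted p of 1.17e-04. NGRUG00000072984 fell from 14.96 ± 1.20 to 1.30 ± 0.483 CPM, with an edgeR adjusted p of 5.29e-05. These 4 features stayed past the threshold under all 14 alternatives run.

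5-Azacytidine changed 52 of 13503 N. gruberi features against DMSO in edgeR, 23 higher and 29 lower. The smallest adjusted p was 0.0494, so all 52 lay just under the threshold, and 2370 features had an unadjusted p under 0.05. DESeq2 called 529, 292 higher and 237 lower, and gave no adjusted p for 7332 of the 13503 features. Library totals gave 80 features, 62.5% higher in place of 44.2%. Single libraries decided the number. Without 5-azacytidine replicate 1 it was 1597, with 972 higher and 625 lower, without 5-azacytidine replicate 2, 5-azacytidine replicate 3 or DMSO replicate 1 it was 0 (1702, 1715 and 2274 at an unadjusted p under 0.05), without DMSO replicate 2 it was 2 and without DMSO replicate 3 it was 13. NGRUG00000017052 rose from 83.0 ± 7.25 CPM (SD, n = 3) to 145.2 ± 40.2 CPM (SD, n = 3), a log2 fold change of 0.81 with an SE of 0.16 and an edgeR adjusted p of 0.0494. NGRUG00000053451 rose from 9.39 ± 1.88 to 16.1 ± 0.849 CPM with the same adjusted p. NGRUG00000014899 fell from 187.6 ± 39.3 to 77.4 ± 19.2 CPM, a log2 fold change of -1.27 with an SE of 0.22, and NGRUG00000019212 fell from 11.9 ± 3.12 to 4.91 ± 1.59 CPM. The adjusted p rose above 0.05 under 6 alternatives for NGRUG00000019212 and under 7 for each of the other 3, up to 0.293. DESeq2 gave no adjusted p for NGRUG00000053451 and NGRUG00000019212.

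Zebularine, with 2 libraries, changed 326 of 13503 N. gruberi features against DMSO in edgeR, 189 higher and 137 lower, and the smallest adjusted p was 0.0306. Unadjusted p was under 0.05 in 2734 features. DESeq2 called 779 and gave no adjusted p for 5500. Library totals gave 69.8% higher in place of 58.0%. The edgeR number was 0 without DMSO replicate 1 (2674 at an unadjusted p under 0.05), 1 without DMSO replicate 2, 0 without DMSO replicate 3 (2322 at an unadjusted p under 0.05), and 6 without either zebularine library. NGRUG00000062372 rose from 41.6 ± 6.25 CPM (SD, n = 3) to 108.8 ± 34.1 CPM (SD, n = 2), a log2 fold change of 1.39 with an SE of 0.23 and an edgeR adjusted p of 0.0306. NGRUG00000064741 rose from 6.64 ± 1.85 to 17.6 ± 0.598 CPM. NGRUG00000067924 fell from 197.1 ± 69.0 to 36.3 ± 11.8 CPM, a log2 fold change of -2.44 with an SE of 0.46 and an edgeR adjusted p of 0.0313, and NGRUG00000083314 fell from 125.02 ± 36.4 to 32.6 ± 1.33 CPM. NGRUG00000062372 lost significance under 5 of 13 alternatives and the other 3 under 6 of 13.

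The drugs were also tested against each other in N. gruberi. Decitabine and 5-azacytidine differed in 1456 features in edgeR, 659 higher and 797 lower under decitabine, and library totals gave 69.4% higher in place of 45.3%. That number was 689 without 5-azacytidine replicate 1, 2340 without 5-azacytidine replicate 2 (1195 higher and 1145 lower), 431 without decitabine replicate 1, 757 without decitabine replicate 2 and 500 without decitabine replicate 3. Zebularine and decitabine differed in 189 features, 154 higher and 35 lower under zebularine. Library totals gave 27 features, 66.7% of them higher in place of 81.5%, and a fit with only these 2 groups gave 1313, 604 higher and 709 lower, or 46.0% higher. The edgeR number with all groups was 0 without decitabine replicate 1 (2077 at an unadjusted p under 0.05), 6 without decitabine replicate 2, 1 without decitabine replicate 3, 9 without zebularine replicate 1 and 6 without zebularine replicate 2. Between zebularine and 5-azacytidine edgeR called 0 features, with 439 at an unadjusted p under 0.05, and DESeq2 called 1.

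**Figure D2:**
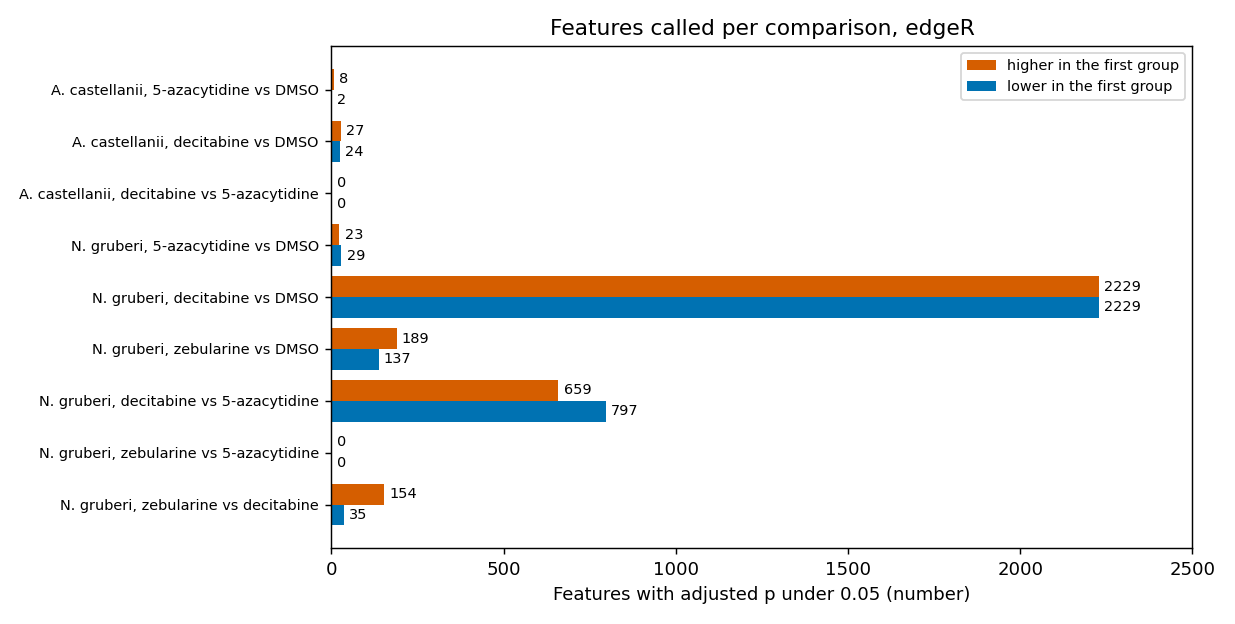
Number of features with an edgeR adjusted p under 0.05 (x axis) in each comparison (y axis), split into features higher and lower in the group named first. Decitabine against DMSO in N. gruberi gave 2229 in each direction under TMM scaling and 67.1% higher with library totals, and decitabine against DMSO in A. castellanii gave 27 higher and 24 lower, or 24 and 27 with library totals.

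Log2 fold changes against DMSO were compared between drugs across features. Because the drugs share their DMSO libraries, unchanged groups also give a positive correlation, so each value is set beside the mean of 100 simulations. For 5-azacytidine and decitabine in A. castellanii, Pearson's r was 0.596 and Spearman's rho 0.536, against a simulated r of 0.499 and rho of 0.470. In N. gruberi, r was 0.685 for 5-azacytidine and decitabine (rho 0.707, simulated r 0.507), 0.697 for 5-azacytidine and zebularine (rho 0.730, simulated r 0.435) and 0.696 for decitabine and zebularine (rho 0.730, simulated r 0.444). All simulations in this paragraph drew each feature independently. They lack variation that features of a library share, so their range may be too narrow. Passing their highest value therefore does not by itself show a shared drug response. With all libraries and the low-count filter, as in the simulations, each observed r was above the highest of its simulations, at 0.525, 0.548, 0.486 and 0.506. This did not hold without certain libraries, although the simulations were not repeated with fewer libraries. In A. castellanii r was 0.473 without 5-azacytidine replicate 1, 0.467 without decitabine replicate 2, 0.518 without 5-azacytidine replicate 3 and 0.510 without decitabine replicate 1. In N. gruberi it was 0.498 for 5-azacytidine and decitabine without 5-azacytidine replicate 2, and without zebularine replicate 1 it was 0.465 for 5-azacytidine and zebularine and 0.419 for decitabine and zebularine. With no low-count filter r in A. castellanii was 0.499. With different DMSO libraries for each drug, r had a mean over the 6 choices of libraries of 0.149 (0.0529 to 0.226) in A. castellanii, and of 0.350 (0.180 to 0.437), 0.274 (0.220 to 0.329) and 0.386 (0.232 to 0.467) for the N. gruberi pairs in the order above. In 20 simulations of unchanged groups with the same choices, the mean r lay between -0.00783 and 0.0059 and the highest single r at 0.0433, 0.0630, 0.0489 and 0.0534. All 10 features called under A. castellanii 5-azacytidine had the same sign under decitabine, against 94.1% in the simulations, whose highest value was also 100%. All 52 called under N. gruberi 5-azacytidine had the same sign under decitabine, against 93.8% with a highest value of 100%, and under zebularine, against 90.0% with a highest value of 98.1%. Of the 4458 features called under N. gruberi decitabine, 95.6% had the same sign under zebularine, against 76.7% with a highest value of 78.7%.

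Features with 0 reads in every library of 1 group and at least 1 CPM in every library of the other were rare. BAESF_07788, in A. castellanii under 5-azacytidine, was the 1 feature detected under a drug only, and 0 features were detected under DMSO only in any of the 5 comparisons. It had 23 to 36 reads per 5-azacytidine library. Against a limit of 3 reads over the DMSO group it was at least 26.2-fold higher, while its edgeR adjusted p was 0.427, and 0.108 to 0.922 over the 14 alternatives. It was chosen after its values were seen. Its reads were 73, 108 and 0 in decitabine replicates 1, 2 and 3. It is therefore among the switching features described below, with 0 reads in one library and at least 100 in another of the same group. The cause of such zeros is left open there, so its 0 reads under DMSO may not be an absence of transcript.

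Numbered features took 0.170 ± 0.00606% (SD, n = 3) of the reads in A. castellanii under 5-azacytidine and 0.147 ± 0.0163% (SD, n = 3) under DMSO, with an exact permutation p of 0.1, the smallest the design allows, and an adjusted p of 0.333. Their share was 0.155 ± 0.0074% (SD, n = 3) under A. castellanii decitabine, with an exact p of 0.6. In N. gruberi it was 0.0640 ± 0.00519% (SD, n = 3) under DMSO. It was lower under 5-azacytidine, at 0.0557 ± 0.00412% (SD, n = 3), and under zebularine, at 0.0586 ± 0.000124% (SD, n = 2), each with an exact p of 0.2. Under decitabine it was 0.0636 ± 0.00125% (SD, n = 3), with an exact p of 0.8. The decitabine libraries, at 0.0626% to 0.0650%, lay within the DMSO range of 0.0591% to 0.0695%, so no direction is read for that drug. As a set, the 160 tested numbered features had a median log2 fold change of 0.13 and a camera adjusted p of 0.0168. That call did not hold under fry, with an adjusted p of 0.208, or with an estimated correlation, with 0.216. For A. castellanii decitabine the median was -0.03 and the mean 0.03, and camera and fry also differed in direction, with adjusted p of 0.936 and 0.976. In N. gruberi the median of the 94 tested numbered features was -0.14 under 5-azacytidine, -0.26 under decitabine and -0.18 under zebularine, with camera adjusted p of 0.099, 0.528 and 0.319. The numbered features called singly were 2 higher and 0 lower under A. castellanii decitabine, 8 higher and 10 lower under N. gruberi decitabine (11 and 5 with library totals), and 1 higher under N. gruberi zebularine. The N. gruberi decitabine split went both ways when 1 library was left out. It was 6 higher and 6 lower, 7 and 4, and 6 and 7 without DMSO replicates 1, 2 and 3, and 5 and 11, 5 and 4, and 7 and 6 without decitabine replicates 1, 2 and 3. With a fold change of at least 2 in addition it was 2 and 5.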

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

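Every alternative for the numbered features and for BAESF_07788, BAESF_11970 and BAESF_11971 (with fry and an estimated correlation for the numbered set), keeping identical features once, limiting the correlations with different DMSO libraries to the features tested otherwise, and leaving out libraries for the number of features with at least 1 read were chosen after the data had been seen, and the other alternatives before. Unless a cause is named, the cause of a change was not tested. No named feature changed the sign of its fold change under any alternative run.

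Which direction held more of the called features did turn in some comparisons. With library totals the features higher and lower went from 27 and 24 to 24 and 27 for A. castellanii decitabine, from 23 and 29 to 50 and 30 for N. gruberi 5-azacytidine, from 659 and 797 to 1136 and 502 for decitabine against 5-azacytidine, and from 8 and 10 to 11 and 5 for numbered features under N. gruberi decitabine. With only the 2 groups compared they went from 154 and 35 to 604 and 709 for zebularine against decitabine, and from 1 and 0 to 1 and 2 for numbered features under zebularine. DESeq2 gave 292 and 237 for N. gruberi 5-azacytidine. Leaving out a library gave 14 and 20 for A. castellanii decitabine (DMSO replicate 1), 972 and 625 for N. gruberi 5-azacytidine (5-azacytidine replicate 1), 1195 and 1145 for decitabine against 5-azacytidine (5-azacytidine replicate 2), and 7 and 4, 5 and 4, and 7 and 6 for numbered features under N. gruberi decitabine (DMSO replicate 2, decitabine replicate 2 and decitabine replicate 3).

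N. gruberi decitabine against DMSO was within 1.5 times its 4458 features under all alternatives except the added fold requirement, with 3139 to 4077 when 1 library was left out. A fold change of at least 2 in addition lowers numbers by construction, to 955 for N. gruberi decitabine, 6 for 5-azacytidine, 40 for zebularine, 164 for decitabine against 5-azacytidine, 36 for zebularine against decitabine and 7 numbered features under decitabine.

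DESeq2 called 57 features for A. castellanii 5-azacytidine, 254 for A. castellanii decitabine, 33 between these drugs, 529 for N. gruberi 5-azacytidine, 779 for zebularine, 1 for zebularine against 5-azacytidine and 537 for zebularine against decitabine. Numbered features among these were 3 for A. castellanii 5-azacytidine, 7 for A. castellanii decitabine, 1 for N. gruberi 5-azacytidine and 0 for zebularine. All 10 and 51 A. castellanii calls of edgeR were among those of DESeq2. In N. gruberi DESeq2 shared 46 of 52 calls for 5-azacytidine, 3798 of 4458 for decitabine and 300 of 326 for zebularine. It shared 1279 of 1456 for decitabine against 5-azacytidine and 169 of 189 for zebularine against decitabine. In simulated data for A. castellanii decitabine, 18.2% of DESeq2's calls were false against 5.93% of edgeR's, and DESeq2 recovered 65.0% of the changed features against 55.5%. These rates come from a single draw with edgeR's fitted spread, so they do not decide between the tests for the real counts. DESeq2 gave no adjusted p for NGRUG00000053451 and NGRUG00000019212 under 5-azacytidine, so it gives no value for them. In N. gruberi it gave none for 7332 of 13503 features under 5-azacytidine and 5500 under zebularine. Between drugs it gave none for 2622 for decitabine against 5-azacytidine and 5240 for zebularine against decitabine. The added fold requirement dropped NGRUG00000017052 and NGRUG00000053451, whose adjusted p it leaves at 0.0494. With no low-count filter the numbers were 93 for A. castellanii decitabine, 194 for N. gruberi 5-azacytidine (2 numbered), 514 for zebularine and 291 for zebularine against decitabine. Library totals gave 80 for N. gruberi 5-azacytidine and 27 for zebularine against decitabine. Keeping identical features once gave 1 numbered feature for N. gruberi 5-azacytidine. A fit of only the 2 groups compared gave 5 for A. castellanii 5-azacytidine. For N. gruberi 5-azacytidine it gave 0, with 1852 at an unadjusted p under 0.05. It gave 987 for zebularine (3 numbered), 696 for decitabine against 5-azacytidine and 1313 for zebularine against decitabine. Such a fit has fewer libraries to estimate the spread, and it also leaves out the spread of the other groups. SEs of the named zebularine features were lower in it, at 0.167, 0.203, 0.257 and 0.21 against 0.229, 0.242, 0.458 and 0.449. Those of the named 5-azacytidine features were 0.186, 0.163, 0.186 and 0.265 against 0.158, 0.148, 0.216 and 0.235. Which of these causes moved the numbers was not tested.

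The labels number the replicates of each group alike. Deviations from the group mean were correlated between libraries with the same number. In A. castellanii r was -0.11 to 0.193 over 9 pairs, with a median of -0.0334. In N. gruberi it was -0.249 to 0.122 over 15 pairs, with a median of -0.00632. In each species 2 pairs were above 0.1. The pairs thus showed no common positive correlation. Pairs with different numbers were not compared, so whether some libraries share a batch stays open. With the replicate block, edgeR called 5 features for A. castellanii 5-azacytidine, 0 for N. gruberi 5-azacytidine (2114 at an unadjusted p under 0.05), 0 for zebularine (0 numbered, 2562 at an unadjusted p under 0.05) and 4 for zebularine against decitabine. The block left N. gruberi decitabine at 4108 and A. castellanii decitabine at 42.

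Leaving out 1 library gave 1 to 13 features for A. castellanii 5-azacytidine, 11 to 43 for A. castellanii decitabine, 0 to 1597 for N. gruberi 5-azacytidine, 0 to 6 for zebularine, 431 to 2340 for decitabine against 5-azacytidine, 0 to 3 for zebularine against 5-azacytidine and 0 to 9 for zebularine against decitabine. The highest N. gruberi 5-azacytidine number came without 5-azacytidine replicate 1. Without 1 zebularine library the remaining one is assumed to vary like the other groups. Numbered features called ranged from 0 to 7 for N. gruberi 5-azacytidine, 9 to 16 for N. gruberi decitabine and 0 to 0 for zebularine. Features detected under the drug only ranged from 1 to 2 and 0 to 2 for 5-azacytidine and decitabine in A. castellanii, and 0 to 2, 0 to 5 and 0 to 5 for 5-azacytidine, decitabine and zebularine in N. gruberi. Those detected under DMSO only ranged from 0 to 3 for A. castellanii decitabine, and 0 to 2, 0 to 1 and 0 to 5 for the 3 drugs in N. gruberi.

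For detection in 1 group only, a minimum of 2 CPM gave 0 features for A. castellanii 5-azacytidine. A minimum of 0.5 CPM gave 3, 1 and 3 for 5-azacytidine, decitabine and zebularine in N. gruberi. Allowing 1 read in the silent group gave 2 for A. castellanii 5-azacytidine, 2 for A. castellanii decitabine, and 4 under the drug and 1 under DMSO for N. gruberi decitabine.

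The median of the numbered features under A. castellanii 5-azacytidine, 0.13, was no longer past the threshold under fry or with an estimated correlation. It ranged from 0.05005 to 0.219 when 1 library was left out, and was past the threshold in 2 of these 6 fits. For A. castellanii decitabine it ranged from -0.184 to 0.0872. For N. gruberi 5-azacytidine it ranged from -0.26 to -0.11, and was past the threshold without DMSO replicate 3, at -0.25.

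Correlations between drugs were lower with different DMSO libraries for each drug, at 0.149 for A. castellanii, 0.350 for N. gruberi 5-azacytidine and decitabine, 0.274 for 5-azacytidine and zebularine and 0.386 for decitabine and zebularine. These are means over 6 choices of libraries. The low-count filter then kept up to 14241 and 13823 features, in place of 13840 and 13503, because 1 DMSO library formed a group. Over the features tested otherwise the means were 0.181, 0.374, 0.291 and 0.410. The rest of the fall was not divided between removing the shared libraries and using fewer of them. With no low-count filter the A. castellanii value was 0.499, equal to the mean of simulations made with the filter, and the 3 N. gruberi values were 0.554, 0.541 and 0.537. Leaving out 1 library gave 0.467 to 0.688 in A. castellanii, and 0.498 to 0.776, 0.465 to 0.774 and 0.419 to 0.776 in N. gruberi.

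The planned gene sets, neighbouring genes and their alternatives were not run, because the identifiers could not be placed or named. Depth limits which features can be called undetected, since 1 CPM is a small number of reads in the N. gruberi library with 6049873 counts.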

Other observations

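The tests of other splits and of correlations between DMSO libraries were set before their results were seen. The tests of the decitabine response, of features that switch, of the consecutive identifiers and of their shared reads were chosen after the patterns had been seen. The second version of the shared-read test was chosen after its first version had not separated the groups compared, and its count over distinct sets of features was added later still.

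Other splits of the 6 libraries of a comparison into 3 and 3 were tested with edgeR. Each comparison has 10 splits, so chance cannot be excluded by this count for any of them. The real split was the 1 split with as many calls for decitabine against DMSO in A. castellanii (51, largest other 0), for decitabine against DMSO in N. gruberi (4458, largest other 3) and for decitabine against 5-azacytidine in N. gruberi (1456, largest other 0). For 5-azacytidine against DMSO, 2 of 10 splits gave as many in each species. The other split gave 62 features in A. castellanii, against 10, with DMSO replicates 1 and 2 and 5-azacytidine replicate 1 on 1 side. In N. gruberi it gave 523, against 52, with 5-azacytidine replicates 2 and 3 and DMSO replicate 1 on 1 side. For decitabine against 5-azacytidine in A. castellanii, where the real split gave 0 calls by edgeR, 934 at an unadjusted p under 0.05 and 33 by DESeq2, all 10 splits gave as many by construction, so this count says nothing.

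The N. gruberi 5-azacytidine libraries lay at different places along the decitabine response. Over the 4458 decitabine features, the mean change from DMSO towards decitabine was 7.31% of the decitabine response in 5-azacytidine replicate 1, 63.3% in replicate 2 and 49.4% in replicate 3, and 57.4% and 42.4% in the zebularine libraries. Library depth is argued against as a cause. The range of the 3 libraries was 55.9% after thinning to 1 total, against 56.0% for all. In the lower expressed features it was 57.7%. The mean weights all features alike, so abundance alone could not make a few features carry it, and that value adds little. Whether a few features with large changes carry the range was not tested. Whether the library labelled 5-azacytidine replicate 1 may be a DMSO library stays open. It lay on the decitabine side of pairs of DMSO libraries in at least 61.9% of the features. DMSO replicates 1, 2 and 3, held out of the calls, lay at 80.9%, 36.3% and 53.4%. The value is thus within the DMSO range only through DMSO replicate 1, whose own label is questioned next. A culture that did not respond also predicts a value within that range. Exchanged labels of DMSO and 5-azacytidine replicate 1 stay open too. DMSO replicate 1, held out, lay at 24.4%, above the -4.55% and 1.67% of the other DMSO libraries and below the 63.6% and 51.1% of 5-azacytidine replicates 2 and 3. A difference in drug response between cultures was not tested.

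In N. gruberi, 21 features had 0 reads in one library and at least 100 in another library of the same group. Counting noise with the usual spread is argued against, since 20 simulations gave a mean of 0 such features. These simulations gave features of like expression the same fitted spread. Features that vary more than others between cultures are therefore not excluded. Reads shared between near-identical features were tested in more than 1 version. In the first, 81.0% of the 21 had another feature with exactly the same count, at least 30, in 2 or more libraries, and so had 85.6% of 180 features of like expression (Fisher's exact p 0.527), so this version is uninformative. A minimum of 4 libraries, tried next because it had been seen to fit the 21, gave 76.2% against 2.78% and is not relied on. The second version set no minimum number of libraries. It counted the libraries in which a feature has exactly the count, at least 30, of its closest other feature. The mean was 5.95 libraries for the 21 and 2.29 for the 180, with a permutation p of 1e-04, the smallest 10000 permutations can give. The 21 are not independent, since some have the same counts in every library or are each other's closest feature. Taken as 16 sets, the mean was 6.06 libraries against 2.29 over 178 sets, again with the smallest p of 1e-04. Where such a feature was at 0, its partner had a median of 2.01 times its level in the libraries with equal counts, over the 17 features with a partner and over the 13 sets they form, with a range of 0 to 2.85. The value of 0 is from 2 features that are each other's partner and were both at 0 in the same 3 libraries, which goes against reads passing between that pair. Without these 2 the median was 2.08, with a lowest value of 0.69, and the remaining 4 of the 21 had no partner in 2 or more libraries. A candidate explanation for the features whose partner was higher is that reads matching both features were split evenly in some libraries and given to 1 in others. As the second version was shaped by the same counts, this remains a hypothesis. Of the features called against DMSO in N. gruberi, 1 of the 4458 under decitabine was among the 21, and 0 under the other drugs.

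A. castellanii had 6 such switching features, 4 of them numbered and BAESF_07788 another, where simulations of the same kind, with the same limit, also gave a mean of 0. Here shared reads cannot be told from other causes. In the first version 66.7% of the 6 had a partner against 83.3% of 60 features of like expression, and in the second the means were 1.67 and 1.82 libraries (permutation p 0.831). Where such a feature was at 0, its partner had 1.07, 1.08, 0.85 and 0.55 times its level in the libraries with equal counts, over the 4 features with a partner, and not about 2 times as reads passing between a pair would give. These partners match in 2 libraries only, about as often as matched features do, so they may be unrelated features and the ratios exclude nothing.

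In N. gruberi, 50 features with at least 20 reads in all fell into 24 sets with the same count in every library, and 0 in A. castellanii. Of the features called against DMSO, 0 were in such a set. No explanation was tested.

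BAESF_11970 and BAESF_11971, with consecutive numbers, were both called in A. castellanii under both drugs. They were chosen after their values were seen, and BAESF_11971, at a mean of 4.94 CPM, is below the 5 CPM of the naming rule. Each had 1 read over the 3 DMSO libraries. BAESF_11971 had 535 reads under decitabine, a ratio of 583 with a 95% counting interval of 104.2 to 23065, and an edgeR adjusted p of 5.88e-05. BAESF_11970 had 173, a ratio of 188 with an interval of 33.4 to 7487. Under 5-azacytidine the reads were 202 and 62. There BAESF_11970, with an edgeR adjusted p of 0.0346, lost significance under 7 of 14 alternatives. Its adjusted p was 0.177, 0.165 and 0.112 without DMSO replicates 1, 2 and 3, 0.0973 and 0.184 without 5-azacytidine replicates 2 and 3, 0.0806 with the replicate block and 0.116 with only the 2 groups compared, and ranged from 0.00521 to 0.184 over all 14. The other 3 calls of this pair stayed past the threshold under all 14. That identifier order follows genome order is an assumption. In permutations of the calls, 1 consecutive pair among the higher features had p of 0.0395 for decitabine (adjusted over 6 relations 0.0592) and 0.0041 for 5-azacytidine (adjusted 0.0082), and both rest on this pair, noticed before the test, and the 5-azacytidine value also on the call of BAESF_11970, so random order stays open. Among the lower features there were 0 pairs under either drug, with p of 1. Reads shared between the 2 features stay open as well. The share of BAESF_11970 in their reads ranged from 15.3% to 37.4% over the 6 drug libraries, more than counting error gives (permutation p 1e-04, the smallest 10000 permutations can give), but cultures also differ by more than counting error.

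Over 12477 consecutive pairs in A. castellanii, log2 fold changes were correlated across features, with r of 0.0989 under 5-azacytidine and 0.0925 under decitabine. The permutation p was 0.001 for each, the smallest 1000 permutations can give, and 0.003 after adjustment. Variation between cultures without the drug was tested as a possible explanation. Contrasts of 1 DMSO library with the other DMSO libraries gave r of 0.0609, 0.0442 and 0.0672, against 0.0857 and 0.0825 for the drugs on the same scale. The DMSO values were lower, which the test had set as counting against that explanation. They come from contrasts of 1 library with 2, which carry more noise than one of 3 with 3. Whether that noise lowers r was not tested, so the explanation was left open. No part of this correlation can be assigned to the drugs.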
